A study of Homo sapiens with 10 samples.

How the data were processed

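Small RNA sequencing libraries were made from ES-2 cells, an established human ovarian cancer cell line, after transfection with control siRNAs (siC) or with siRNAs against IGF2BP1, IGF2BP2 or IGF2BP3, which encode paralogous RNA-binding proteins. Per the labels' protocols, total RNA was extracted with TRIZOL and made into barcoded libraries with an Illumina TruSeq small RNA kit, followed by size selection. The submitters' processing notes name cutadapt 1.6, Bowtie2 2.2.4, featureCounts 1.4.6, edgeR 3.12 and the genome build hg19. Their settings, the miRNA annotation release and the method of scaling are not given in the sources used here.

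The deposited table holds 2794 rows, each with a miRBase mature accession, and 10 library columns. Each of these columns is a normalised signal made by the authors. In every library column, 100% of the values were whole multiples of the value of 1 read within a tolerance of 0.01 reads, so that whole reads could be recovered. The value of 1 read ranged from 0.803 to 2.00 between libraries. Recovered totals ranged from 462724 to 1269743 reads. The authors' table also gives a log2 fold change for each knockdown against siC. The deposited p-values and their false discovery rates were used only where the authors' table is named. In total 0 columns of other samples were left unused.

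Accessions with a suffix mark further genomic copies of a mature miRNA (218 rows). Rows of 1 mature miRNA were summed, which left 2576 miRNAs, of which 1196 had a read in any library. Closely related mature sequences, such as let-7 family members, can share reads depending on how mismatches and multiple placements were counted, which the sources used here do not state. No coordinates are printed, because the table holds none and the annotation at hand is of a later build than hg19.

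The names of the 2 control columns could not be tied to single control samples, so these libraries are called siC C2 and siC C3 and carry no replicate number. The design text gives 2 libraries each for siC and siIGF2BP1 and 3 each for siIGF2BP2 and siIGF2BP3. Nothing in the labels says that libraries of a group came from separate cultures, so p-values measure only the spread between these libraries, which may be technical. Replicates of a group differed by more than sampling noise (chi-square per degree of freedom 6.80 to 38.7), and each was counted as 1 library.

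The planned test depended on the unit. Counts would have been tested with edgeR. Because the values were normalised, limma 3.58.1 (R 4.3.3) was used, with an intensity trend on log2(value + 1), a filter of a value of at least 1 in at least 2 libraries (889 miRNAs), all 4 groups in 1 fit and Benjamini-Hochberg adjustment at 0.05. Fold changes on this scale understate the change of low miRNAs. Every adjusted p of a miRNA comes from this fit unless another tool is named. The count test, edgeR 4.0.16's quasi-likelihood test with TMM factors on the recovered reads (335 miRNAs), was added after the data had been examined. The 25 fixed miRNA lists were tested with camera at a preset correlation of 0.01 where at least 3 members were tested, and again with an estimated correlation. Shares of reads have exact Clopper-Pearson 95% intervals, which, like the floor of 3 reads used for values of 0, cover counting error only. Group shares were compared with two-sided exact permutation tests (scipy 1.17.1).

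The lists, the comparisons, most alternatives and the rule for named miRNAs were set before the data were examined. For each knockdown against siC the rule takes, among called miRNAs with a mean deposited value of at least 10 (a minimum written for another scale, before the unit was known), the 10 largest rises and the 10 largest falls, the 5 most abundant others, the 9 let-7 members, the 10 most abundant miRNAs and up to 4 members of each list. Between knockdowns it takes the 5 largest rises and the 5 largest falls. Alternatives were other pseudocounts (0.1 and 5), scalings, filters, thresholds, tools (including DESeq2 1.42.0 on the recovered reads), leaving out each library, and a replicate block between knockdowns. Separate genomic copies, the omission of other-tissue lists and the unblocked fit to knockdown libraries alone were chosen after seeing the data. So was rescaling by upper quartile or library total for the changed and named miRNAs, while for the lists it was planned. Of the tests that weigh explanations, the abundance-matched comparison of miRNA arms was written down before its result was seen, and the others afterwards.

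The limma and edgeR steps were tested on simulated data drawn from the libraries' own means and depths, with 200 of 889 miRNAs changed. Each recovered share rests on 66 or 67 changed miRNAs and was not split by abundance. It may therefore not hold for miRNAs with few reads. For siIGF2BP1 vs siC, limma recovered 35.8% of 2-fold and 80.3% of 4-fold changes, and edgeR recovered 59.7% and 95.5%. The corresponding limma values were 41.8% and 80.3% for siIGF2BP2 vs siC, 41.8% and 78.8% for siIGF2BP3 vs siC, 56.7% and 86.4% for siIGF2BP2 vs siIGF2BP3, 44.8% and 81.8% for siIGF2BP1 vs siIGF2BP2, and 44.8% and 87.9% for siIGF2BP1 vs siIGF2BP3. For 1.5-fold changes, limma recovered 5.97%, 14.9%, 17.9%, 23.9%, 7.46% and 8.96% in these 6 comparisons, in this order. The share of limma's calls that were false was 5.81%, 4.21%, 3.16%, 5.13%, 10.1% and 8.74%, and that of edgeR's calls 4.07%, 0.813%, 0.676%, 2.11%, 3.88% and 1.55%.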

Results

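The effect of depleting each IGF2BP paralog on the miRNA content of ES-2 cells was measured in 10 small RNA libraries: 2 with control siRNAs (siC), 2 with siRNAs against IGF2BP1 (siIGF2BP1), 3 against IGF2BP2 (siIGF2BP2) and 3 against IGF2BP3 (siIGF2BP3). The series title concerns IGF2BP1 and miRNA-directed repression of oncogenic factors, and the comparisons ask whether miRNA levels themselves differed after each knockdown. The libraries held 553288 and 733608 reads for siC, 1269743 and 1096008 for siIGF2BP1, 697080, 495530 and 548109 for siIGF2BP2, and 462724, 815312 and 769124 for siIGF2BP3. The table of mature miRNAs has 0 rows for IGF2BP mRNAs, so depletion of the targets was not measured here.

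The most abundant miRNAs were let-7a-5p, miR-21-5p, miR-92a-3p, miR-222-3p, miR-30a-5p, miR-10a-5p, miR-100-5p, let-7i-5p, miR-221-3p and let-7f-5p. Together these 10 took 68.9% ± 0.217 (SD, n = 2) of the reads in siC, 67.2% ± 1.69 (SD, n = 2) in siIGF2BP1, 68.7% ± 0.525 (SD, n = 3) in siIGF2BP2 and 68.5% ± 0.557 (SD, n = 3) in siIGF2BP3. The let-7 family, which represses growth-promoting mRNAs including IGF2BP mRNAs, took 29.6% ± 1.29 (SD, n = 2) of the reads in siC. Its share was 29.4% ± 2.17 (SD, n = 2) in siIGF2BP1, 27.8% ± 0.683 (SD, n = 3) in siIGF2BP2 and 30.4% ± 2.25 (SD, n = 3) in siIGF2BP3. The exact permutation p-values of the let-7 share against siC were 1, 0.2 and 0.8 (two-sided), and those of the 10 most abundant miRNAs were 0.333, 0.8 and 0.6. The smallest values these designs allow are 0.333 with 2 against 2 libraries and 0.2 with 3 against 2.

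Libraries fell into a pair of blocks. The siC and siIGF2BP1 samples carry another source name in the labels than the siIGF2BP2 and siIGF2BP3 samples, and the first principal component over 313 miRNAs, with 77.1% of the variance, separated these blocks. No group has libraries in both blocks, so block and group cannot be told apart in siIGF2BP2 vs siC, siIGF2BP3 vs siC and the contrasts of siIGF2BP1 with the other knockdowns. The comparisons within a block are siIGF2BP1 vs siC and siIGF2BP2 vs siIGF2BP3. Blood cell miRNAs, muscle, liver and neural miRNAs and miRNAs of the imprinted 14q32 cluster together took 0.534% and 0.340% of the reads in the siC libraries and 0.240% and 0.376% in the siIGF2BP1 libraries. They took 0.0557% to 0.0769% in siIGF2BP2 and 0.0762% to 0.184% in siIGF2BP3. The difference between the blocks was carried by the 14q32 list, with 0.173% to 0.447% in the siC and siIGF2BP1 libraries and 0.00110% to 0.00195% in the others. The shares of the other lists overlapped between the blocks, at 0.0439% to 0.122% against 0.0440% to 0.163% (the latter in siIGF2BP3 replicate 3) for blood cell miRNAs and 0.0139% to 0.0459% against 0.0105% to 0.0194% for muscle, liver and neural miRNAs. Of the 93 miRNAs in these lists, 64 to 69 had a read in each siC or siIGF2BP1 library and 7 to 15 in each of the others. Against siC, the exact permutation p of this share was 0.667, 0.2 and 0.2 (two-sided) for siIGF2BP1, siIGF2BP2 and siIGF2BP3.

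**Figure D1:**
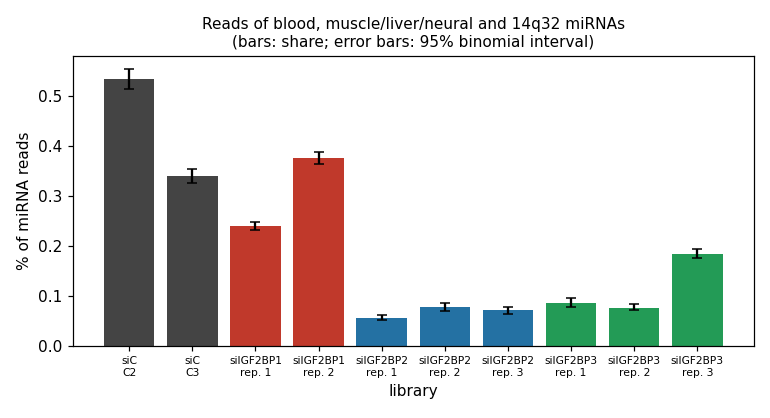
Share of miRNA reads (in %, y axis) from the blood, muscle, liver and neural, and 14q32 lists in each library (x axis, coloured by group), with exact 95% binomial intervals as error bars. The 4 siC and siIGF2BP1 libraries lie between 0.240% and 0.534% and the 6 siIGF2BP2 and siIGF2BP3 libraries between 0.0557% and 0.184%, of which the 14q32 list makes up at most 0.00195%.

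In siIGF2BP1 against siC, the hypoxia-induced miR-210-3p rose from 24.3 ± 0.556 to 153 ± 13.6 (normalised read counts, SD, n = 2 each), a log2 fold change of 2.60 ± 0.28 (SE). Both arms of miR-424 rose, miR-424-3p from 157 ± 40.8 to 572 ± 36.8 and miR-424-5p from 134 ± 14.2 to 372 ± 23.7. So did both arms of miR-27b, with log2 fold changes of 1.72 for miR-27b-5p and 0.59 for miR-27b-3p. Among abundant miRNAs, miR-10a-5p, which is encoded in a HOX cluster, rose from 46081 ± 2332 to 72464 ± 899 (log2 fold change 0.65 ± 0.09). The falls were miR-148a-3p, from 395 ± 64.2 to 97.2 ± 54.5, and the cluster mates miR-183-5p, from 1226 ± 37.6 to 769 ± 20.3, and miR-182-5p, from 7949 ± 80.4 to 5387 ± 205.

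In this comparison 22 of 889 miRNAs passed the limma test, 19 higher and 3 lower, and 122 had an unadjusted p under 0.05 where 44.5 would by chance. Adjusted p-values (limma) were 0.0003 for miR-210-3p and miR-424-3p, 0.00282 for miR-10a-5p, 0.00907 for miR-183-5p, 0.0152 for miR-182-5p and 0.0263 for miR-148a-3p. Other large rises were miR-585-3p (log2 fold change 2.27), miR-1260b (1.62), miR-152-5p (1.55), miR-132-3p (1.47), miR-181a-2-3p (1.24) and miR-224-5p (1.15). Rises also passed for miR-181a-3p (1.03), miR-671-3p (0.80) and miR-22-3p (0.49). The median log2 fold change of miRNAs with a mean of at least 10 was 0.16. This general shift makes up a larger part of the smaller rises, such as that of miR-22-3p (0.49). Rescaling by TMM moved this median to -0.04 and the calls to 12 higher and 13 lower. Median-of-ratios scaling gave 13 higher and 15 lower, library totals 17 and 7, and the upper quartile 7 and 3. On the recovered reads, edgeR gave 17 higher and 25 lower and DESeq2 12 and 24. Without siC C2 the number of calls was 3, without siIGF2BP1 replicate 1 it was 8 and without replicate 2 it was 2, and miR-210-3p and miR-424-3p alone kept their call whichever library was left out. Of the 22 calls, 12 passed in all 14 settings of pseudocount, scaling, filter and tool that were compared, which leave out upper-quartile rescaling in limma. With it, 8 passed in all 15, namely miR-210-3p, both arms of miR-424, miR-27b-5p, miR-152-5p, miR-181a-2-3p, miR-183-5p and miR-182-5p, while miR-10a-5p, miR-132-3p, miR-181a-3p and miR-224-5p missed the threshold with log2 fold changes of 0.44, 1.25, 0.81 and 0.93. The call of miR-27b-3p passed in 3 of the 14 and ended under TMM, median-of-ratios, library-total and upper-quartile scaling. Levels of miR-375 were 212 ± 174 in siC and 21.4 ± 12.1 in siIGF2BP1, a log2 fold change of -3.07 that missed the threshold in limma (adjusted p = 0.0534) and passed it in edgeR (-3.56, adjusted p = 0.0119). In the authors' deposited table the log2 fold change of miR-375 was -3.30 with a false discovery rate of 0.00198.

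**Figure D2:**
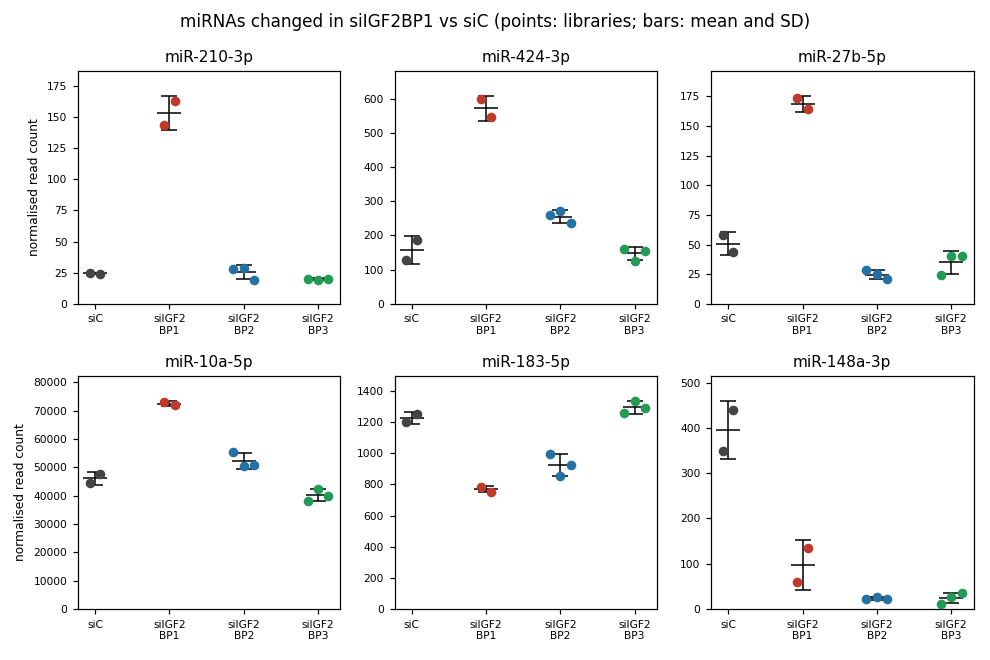
Normalised read counts (y axes, from 0) of 6 miRNAs by group (x axes). Points are libraries and bars are the mean and SD. The siIGF2BP1 libraries hold 144 and 163 of miR-210-3p, and the siC mean is 24.3. For miR-148a-3p the means are 395 in siC, 97.2 in siIGF2BP1, 23.5 in siIGF2BP2 and 24.2 in siIGF2BP3.

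Among the lists, the miR-183/miR-96/miR-182 cluster was lower in siIGF2BP1 than in siC, with 2 of 3 members called, and 2 adjusted over the list alone (camera adjusted p = 0.00152, and adjusted p = 0.145 with an estimated correlation). The let-7 family had no called member among 9, and 3 were higher when adjusted over the list alone. Its median log2 fold change, 0.12, lay between that of all tested miRNAs, 0.10, and that of miRNAs with a mean of at least 10. Its camera test pointed up (adjusted p = 0.0355, and adjusted p = 0.686 with an estimated correlation), a direction that reversed when values were rescaled by median of ratios. Values of let-7a-5p were 168477 ± 18093 in siC and 170412 ± 26089 in siIGF2BP1, a difference smaller than the spread, and the lowest adjusted p in the family was that of let-7d-5p, 0.069, at a log2 fold change of 0.53. The miR-130/miR-301/miR-148/miR-152 families were lower with 1 of 8 members called, the blood cell list with 0 of 7 and the 14q32 cluster with 0 of 54 (camera adjusted p = 0.0355 each), and 1, 0 and 0 members passed when adjusted over the list alone. With an estimated correlation, the adjusted p was 0.278 for the first of these and 0.686 for the others. Without siC C2 the camera adjusted p was 0.482 for let-7, 0.253 for miR-130/miR-301/miR-148/miR-152, 0.0631 for the blood cell list and 0.701 for the 14q32 cluster. Without siIGF2BP1 replicate 1 it was 0.545, 0.111, 0.700 and 0.115 in the same order, and without siC C3 it was 0.0640 for the second and 0.136 for the third. The blood cell list includes miR-451a, at 364 ± 419 in siC and 110 ± 146 in siIGF2BP1. In the miR-15/miR-16/miR-195/miR-497 family 1 of 6 members, miR-424-5p, was called, and in the miR-23/miR-27/miR-24 clusters 1 of 5, miR-27b-3p.

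In siIGF2BP2 against siC, most called miRNAs were lower, and most of these were nearly unread in siIGF2BP2. The 14q32 miRNAs miR-381-3p, miR-410-3p, miR-432-5p and miR-487b-3p had means of 304, 201, 108 and 90.0 in siC and 0 reads in siIGF2BP2, at least 183-fold, 122-fold, 65.3-fold and 54.3-fold lower against a floor of 3 reads over the group. The endocrine and epithelial miR-375, at 335 and 89.2 in the 2 siC libraries, was at least 128-fold lower. Against siC C3 alone the bounds were 94.7-fold for miR-381-3p and 53.8-fold for miR-375. The smooth muscle and fibroblast miRNA miR-143-3p fell from 1222 ± 188 (SD, n = 2) to 10.6 ± 0.798 (SD, n = 3), and miR-127-3p, at 1966 and 717 in the siC libraries, from 1342 ± 883 to 6.08 ± 5.33. Erythroid miR-451a, at 67.6 in siC C2 and 660 in siC C3, had 1 read in siIGF2BP2, 658-fold below the siC mean with a counting interval of 118 to 26009. Its log2 fold change of -7.22 became -5.59 without siC C3, which ended the call (limma adjusted p = 0.0858). Against these, miR-146a-5p, an inflammation-induced miRNA, rose from 419 ± 4.40 to 976 ± 31.8 (log2 fold change 1.22 ± 0.13).

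Of 889 miRNAs, 80 passed the limma test in this comparison, 11 higher and 69 lower. The falls include 40 members of the other-tissue lists, and 54 had at most 3 reads in siIGF2BP2. With those lists left out of the test, 32 miRNAs passed, 9 higher and 23 lower. The called falls of miR-375 (-7.44), miR-143-3p (-6.72) and miR-153-3p (-5.40) lie outside the lists. Leaving the lists out therefore does not remove all miRNAs that follow the blocks. Rescaling by upper quartile, which moved the median log2 fold change from 0.04 to 0.52, gave 94 higher and 64 lower. Adjusted p-values (limma) were 2.36e-07 for miR-143-3p, 2.09e-06 for miR-127-3p and 2.41e-05 for miR-146a-5p. The 14q32 cluster had 36 of 54 members lower and 46 when adjusted over the list alone (camera adjusted p = 2.5e-42, and adjusted p = 0.00306 with an estimated correlation). The blood cell list had 3 of 7 members lower, and 4 adjusted over the list alone (adjusted p = 0.036, and adjusted p = 0.673 with an estimated correlation, and 0.120, 0.109 and 0.0894 without siC C3, siIGF2BP2 replicate 1 and replicate 3), while its member miR-142-3p had 35.6 ± 3.30 in siC and 38.9 ± 12.9 in siIGF2BP2. The entries that share sequence with other small RNAs were higher, with miR-1260b (log2 fold change 1.47) and miR-1275 (1.48) called among 15, and 3 adjusted over the list alone (adjusted p = 0.036, and adjusted p = 0.42 with an estimated correlation, and 0.120 without siC C3 and 0.165 without siIGF2BP2 replicate 3). These entries took 0.194% and 0.139% of the reads in siC, and 0.0704%, 0.707% and 0.802% in siIGF2BP2, so replicate 1 lay below both siC libraries. Most of this share was miR-1291, which was not called (mean over all libraries 3017). The share therefore does not bear on the rises of miR-1260b and miR-1275, with means of 30.8 and 20.8. Rises in the 0.29 to 0.93 range were those of miR-199b-5p (0.93), miR-222-5p (0.72), miR-424-3p (0.71), miR-181a-2-3p (0.64), miR-196b-5p (0.52), miR-186-5p (0.37), miR-191-5p (0.33) and miR-30a-5p (0.29). Each of these rises lost its call when some single library was left out, as did miR-1275. TMM gave 4 higher and 81 lower calls, median of ratios 7 and 76 and library totals 9 and 70, and 3 were higher without siC C2 or siIGF2BP2 replicate 3 and 4 without replicate 1 or replicate 2. Of the 11 rises, that of miR-146a-5p alone passed in all 14 settings of pseudocount, scaling, filter and tool. Falls outside the lists of other tissues included miR-148a-3p (-4.01), miR-181c-5p (-3.02), miR-181d-5p (-0.96) and miR-27b-3p (-0.52), and miR-23b-3p fell from 60.8 ± 13.7 to 29.7 ± 4.46. In the let-7 family 1 of 9 members, miR-98-5p, was lower (-0.35), and this and the fall of miR-183-5p (-0.41) turned positive when values were rescaled by upper quartile. Of the 80 calls 74 passed under that rescaling, and those of miR-181d-5p (-0.48), miR-27b-3p (-0.04) and miR-23b-3p (-0.53) ended. The falls of miR-181d-5p, miR-27b-3p, miR-23b-3p and miR-183-5p also lost their call when some single library was left out. Those of miR-148a-3p and miR-181c-5p kept it whichever library was left out. Without siIGF2BP2 replicate 2 or replicate 3 the number of calls was 53, and 42 of the 80 passed whichever library was left out. The block difference applies to all of these values.

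In siIGF2BP3 against siC, the same kind of loss was seen. Levels of miR-143-3p fell from 1222 ± 188 (SD, n = 2) to 5.29 ± 2.64 (SD, n = 3) and those of miR-127-3p from 1342 ± 883 to 5.56 ± 1.83. The miRNAs miR-432-5p, miR-487b-3p and miR-136-3p had 0 reads, at least 78.9-fold, 65.6-fold and 59.6-fold lower. Several miRNAs that are abundant in these cells also fell: miR-181a-5p from 16206 ± 743 to 9311 ± 732, miR-181b-5p from 8590 ± 103 to 5463 ± 472, and the oncogenic miR-21-5p from 85012 ± 1202 to 59134 ± 3217. In the other direction, miR-222-3p, which represses the cell cycle inhibitor p27, rose from 47393 ± 1515 to 68425 ± 5063, and miR-31-5p from 3609 ± 110 to 5823 ± 245.

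A total of 94 of 889 miRNAs passed the limma test, 17 higher and 77 lower. The falls include 43 members of the other-tissue lists and 55 miRNAs with at most 3 reads in siIGF2BP3. With those lists left out, 47 passed, 17 higher and 30 lower. Here too miR-375 (-6.92), miR-143-3p (-7.67) and miR-153-3p (-5.40) lie outside the lists, so not all miRNAs that follow the blocks are removed. Rescaling by upper quartile, which moved the median log2 fold change from 0.08 to 0.67, gave 137 higher and 66 lower, and edgeR with total counts gave 23 and 48. Library totals gave 23 higher and 79 lower, TMM 9 and 78, median of ratios 9 and 86, edgeR's TMM 9 and 55, DESeq2 9 and 61, and the omission of siC C2 left 7 and 82. Of the 17 rises 6 passed in all 14 settings, those of miR-125b-1-3p, miR-1260b, miR-222-3p, miR-222-5p, miR-31-5p and miR-378a-3p. Adjusted p-values (limma) were 0.000596 for miR-181a-5p, 0.00104 for miR-21-5p, 0.000833 for miR-222-3p and 0.000451 for miR-31-5p. All 4 members of the miR-181 family were lower, also adjusted over the list alone, miR-181c-5p by the most (log2 fold change -3.72), with camera adjusted p = 4e-05 (adjusted p = 0.107 with an estimated correlation). Under upper-quartile rescaling miR-181c-5p (-3.13) kept its call, and those of miR-181a-5p (-0.20), miR-181b-5p (-0.06) and miR-181d-5p (-0.60) ended. The miR-221/miR-222 cluster was higher, with miR-222-5p (1.22) and miR-222-3p (0.53) called among 4, and 3 adjusted over the list alone (adjusted p = 0.00209, and adjusted p = 0.107 with an estimated correlation). The 14q32 cluster had 39 of 54 members lower, and 47 adjusted over the list alone (adjusted p = 3.11e-38, and adjusted p = 0.0042 with an estimated correlation). The miR-17-92 cluster pointed up with 0 of 12 members called, and 0 adjusted over the list alone (adjusted p = 0.041, and adjusted p = 0.147 with an estimated correlation, and 0.118, 0.0963, 0.0573 and 0.0554 without siC C2, siC C3, siIGF2BP3 replicate 1 and replicate 3). The entries that share sequence with other small RNAs had miR-1260b (1.97), miR-1260a (1.56) and miR-7641 (1.36) higher among 15, and 3 adjusted over the list alone (adjusted p = 0.0192, and adjusted p = 0.147 with an estimated correlation, and 0.0646 without siC C3 and 0.0573 without siIGF2BP3 replicate 1). Other rises were miR-6087 (2.18), miR-1910-5p (0.89), miR-296-3p (0.88), miR-15b-3p (0.72), miR-125b-1-3p (0.59) and miR-155-5p (0.41), and of the rises named so far those of miR-1260a, miR-7641, miR-6087, miR-1910-5p, miR-296-3p, miR-15b-3p and miR-155-5p lost their call when some single library was left out. Other falls were miR-146a-5p (-0.99), miR-23b-3p (-1.46) and miR-27b-3p, from 2481 ± 87.7 to 1245 ± 172. The falls of miR-21-5p (-0.53) and miR-30c-5p (-0.47) turned positive when values were rescaled by upper quartile, and the calls of miR-146a-5p (-0.40) and miR-27b-3p (-0.41) ended, while 82 of the 94 calls passed. No let-7 member passed among 9, and 57 of the 94 calls passed whichever library was left out. The block difference applies here too.

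The siIGF2BP2 and siIGF2BP3 changes overlapped. Both comparisons called 3 miRNAs higher, miR-1260b, miR-196b-5p and miR-222-5p, and 62 lower, among them miR-148a-3p, miR-181c-5p, miR-375 and miR-126-3p. Independent lists of these sizes would share 0.210 and 5.98. Log2 fold changes correlated across miRNAs, which are not independent replicates, with r = 0.892, against a mean of 0.595 in 100 simulated pairs of unchanged groups set against the same siC libraries. The covariance was 1.53 against a simulated 0.196. The simulated pairs shared 0 calls on average and at most 0. Few calls can arise between unchanged groups. The simulation thus weighs only random spread in the shared controls, and not a trait common to both siC libraries. A split of siC leaves 1 library in each part, and part of the excess in shared calls may still come from the shared controls. In a comparison chosen after seeing the data, the fold changes of siIGF2BP2 against siC C2 alone and of siIGF2BP3 against siC C3 alone, which share no control, had r = 0.621 and a covariance of 1.25, and with the siC libraries exchanged these were 0.654 and 1.29. The block is shared in either case. The siIGF2BP1 comparison shared 5 calls in the same direction with siIGF2BP2 (miR-1260b, miR-181a-2-3p, miR-424-3p, miR-148a-3p and miR-183-5p), where independent lists would share 0.235 higher and 0.233 lower and the simulated pairs shared 0.01 on average and at most 1. The number shared was 1 without siC C2 or siIGF2BP1 replicate 2 and 2 without siIGF2BP1 replicate 1, siIGF2BP2 replicate 2 or siIGF2BP2 replicate 3. Their r of 0.390 lay below the simulated mean of 0.546, while the covariance of 0.366 lay above the simulated 0.197. Against separate siC libraries, r was 0.0505 and 0.110 and the covariance 0.0654 and 0.131. With siIGF2BP3 it shared 2 (miR-1260b and miR-148a-3p), where independent lists would share 0.363 and 0.260 and the simulated pairs 0.02 on average and at most 1, and the number was 1 without siC C2 or siIGF2BP1 replicate 1 and 0 without siIGF2BP1 replicate 2. Here r was 0.366 with a simulated mean of 0.551, and the covariance 0.348 with a simulated 0.199, and against separate siC libraries r was 0.0211 and 0.112 and the covariance 0.0278 and 0.133.

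Between siIGF2BP2 and siIGF2BP3, which lie in 1 block, miR-146a-5p differed most clearly: 976 ± 31.8 in siIGF2BP2 and 210 ± 14.9 in siIGF2BP3 (SD, n = 3 each; log2 difference 2.21 ± 0.11, limma adjusted p = 1.05e-07). Also higher in siIGF2BP2 were miR-181a-5p (19337 ± 1774 against 9311 ± 732), miR-181b-5p (9035 ± 553 against 5463 ± 472) and miR-21-5p (95138 ± 7222 against 59134 ± 3217). Higher in siIGF2BP3 were miR-31-5p (5823 ± 245 against 3052 ± 232), miR-222-3p (68425 ± 5063 against 45746 ± 1110) and the immune-regulatory miR-155-5p (9510 ± 760 against 6251 ± 358). For each of these 7 miRNAs the 3 libraries of one group all lay above the 3 of the other. Because they were named from calls in these same libraries, this separation is not an independent test.

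This contrast had 28 calls among 889 miRNAs, 15 higher and 13 lower in siIGF2BP2. Large differences besides miR-146a-5p were miR-126-5p (1.31), miR-181a-5p (1.05), miR-181a-2-3p (0.90) and miR-424-3p (0.79) on the higher side and miR-944 (-1.54), miR-342-5p (-1.17), miR-1910-5p (-1.04) and miR-7706 (-0.99) on the lower. The calls of miR-3934-5p (-2.91) and miR-410-3p (-1.49) rest on few reads, 0 for both in siIGF2BP2 and 15 and 4 in siIGF2BP3. Smaller differences were miR-191-5p (0.55), miR-30a-5p (0.50), miR-25-3p (-0.56), miR-182-5p (-0.51) and miR-183-5p (-0.48). Of the miR-181 family 2 of 4 members were higher (camera adjusted p = 6.51e-05), of the miR-221/miR-222 cluster 1 of 4 was lower (0.00165), and of the miR-183/miR-96/miR-182 cluster 2 of 3 were lower (0.00365), each with adjusted p = 0.103 with an estimated correlation. Adjusted over the list alone, 2, 3 and 2 members passed. In the miR-99/100 and miR-125 families 1 of 5 members, miR-125a-5p, was higher, and 1 adjusted over the list alone (adjusted p = 0.0308, and adjusted p = 0.483 with an estimated correlation). On the recovered reads, edgeR gave 26 higher and 14 lower with TMM and 17 and 24 with total counts, and upper-quartile rescaling in limma gave 5 and 12, with the calls of miR-126-5p, miR-424-3p, miR-191-5p, miR-30a-5p and miR-125a-5p ended. Leaving out a siIGF2BP2 library gave 15, 14 and 15 calls, leaving out siIGF2BP3 replicate 2 gave 16, and 11 of the 28 passed whichever library was left out, among them miR-146a-5p, miR-181a-5p and miR-181a-2-3p and none of the other large differences named here.

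**Figure D3:**
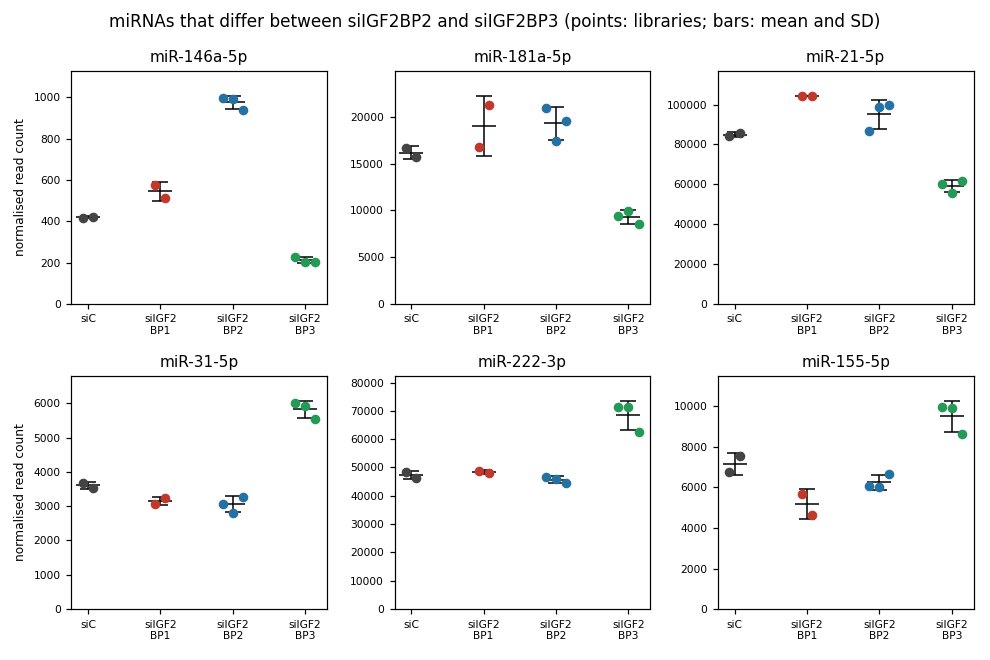
Normalised read counts (y axes, from 0) of 6 miRNAs by group (x axes). Points are libraries and bars are the mean and SD. For miR-146a-5p the means are 419 in siC, 544 in siIGF2BP1, 976 in siIGF2BP2 and 210 in siIGF2BP3.

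The contrasts of siIGF2BP1 with the other knockdowns span the blocks. Against siIGF2BP2, 120 miRNAs were called, 105 higher and 15 lower in siIGF2BP1, and against siIGF2BP3, 132, of which 109 were higher. On simulated data, 10.1% and 8.74% of the limma calls in these contrasts were false. Of the higher ones, 42 in each contrast belong to the other-tissue lists, among them miR-381-3p, at 247 ± 54.3 (SD, n = 2) in siIGF2BP1 with 0 reads in siIGF2BP2 and 3 in siIGF2BP3, and miR-127-3p (log2 difference 6.94 against siIGF2BP2 and 6.82 against siIGF2BP3). The 14q32 cluster was higher in siIGF2BP1 in both (camera adjusted p = 7.8e-28 and 1.34e-24, and adjusted p = 0.0109 and 0.0156 with an estimated correlation), and 48 of 54 members passed adjusted over the list alone in each. Against siIGF2BP3 the miR-221/miR-222 and miR-183/miR-96/miR-182 clusters were lower (camera adjusted p = 0.000115 and 0.000215, and adjusted p = 0.0415 each with an estimated correlation). The miR-17-92 cluster was also lower there (camera adjusted p = 0.0369, and adjusted p = 0.137 with an estimated correlation). The miR-181 family was higher there (camera adjusted p = 0.0001, and adjusted p = 0.0958 with an estimated correlation). Against siIGF2BP2 the miR-183/miR-96/miR-182 cluster was lower too (camera adjusted p = 0.0406, and adjusted p = 0.278 with an estimated correlation). In the let-7 family 2 of 9 members were called higher in each contrast (camera adjusted p = 0.0703 against siIGF2BP2 and 0.228 against siIGF2BP3). Lower in siIGF2BP1 than in siIGF2BP2 were miR-31-3p (-1.48), miR-577 (-1.25), miR-3689f (-0.99), miR-146a-5p (-0.84) and miR-330-5p (-0.70). Lower than in siIGF2BP3 were miR-31-3p (-2.34), miR-7641 (-1.77), miR-3689f (-1.38), miR-590-3p (-1.28) and miR-221-5p (-0.96). Of these lower calls, miR-146a-5p against siIGF2BP2 and miR-31-3p and miR-3689f against siIGF2BP3 passed whichever library was left out, and the others did not. Without siIGF2BP1 replicate 2, the contrast with siIGF2BP2 had 66 calls. Upper-quartile rescaling gave 67 higher and 107 lower against siIGF2BP2 and 78 and 145 against siIGF2BP3, and edgeR gave 58 and 27, and 74 and 50.

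In the authors' deposited table, 25, 58 and 79 rows had a false discovery rate under 0.05 for siIGF2BP1, siIGF2BP2 and siIGF2BP3 against siC. These rows of the authors' deposited table name 25, 56 and 72 miRNAs. Of them, 17 higher and 3 lower were also called by limma for siIGF2BP1, 3 and 52 for siIGF2BP2, and 9 and 60 for siIGF2BP3.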

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

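The tests that weigh explanations were chosen, and the reading of the splits of libraries was fixed, after the results were seen, while the contrasts between knockdowns and the splits themselves were planned. Calls of 1 miRNA in opposite directions against siC by 2 knockdowns gave 5 differences. All 5 were past the threshold in the contrast between the knockdowns (limma adjusted p). Because they were picked for opposite calls against the same siC libraries in the same fit, these adjusted p-values are not an independent test. The difference in log2 fold change between siIGF2BP1 and siIGF2BP2 was 1.11 for miR-27b-3p (adjusted p = 8.1e-05) and 2.74 for miR-27b-5p (adjusted p = 2.53e-05). Between siIGF2BP1 and siIGF2BP3 it was 1.59 for miR-27b-3p (adjusted p = 3.91e-06) and 1.66 for miR-181a-3p (adjusted p = 8.61e-06). These 4 differences span the blocks of libraries. Between siIGF2BP2 and siIGF2BP3, within a block, it was 2.21 for miR-146a-5p (adjusted p = 1.05e-07). Under upper-quartile rescaling the differences were 0.42, 2.05, 0.78, 0.85 and 2.10 in this order, and the first no longer passed. That rescaling ended the calls against siC of miR-27b-3p in siIGF2BP1 (0.37), siIGF2BP2 (-0.04) and siIGF2BP3 (-0.41). It also ended those of miR-181a-3p in siIGF2BP1 (0.81) and siIGF2BP3 (-0.03), of miR-27b-5p in siIGF2BP2 (-0.55) and of miR-146a-5p in siIGF2BP3 (-0.40). Signs within each pair stayed opposite, with 1.51 for miR-27b-5p in siIGF2BP1 and 1.70 for miR-146a-5p in siIGF2BP2. The calls that ended thus depend on the scaling, while those of miR-27b-5p in siIGF2BP1 and miR-146a-5p in siIGF2BP2 passed under this rescaling too. With TMM, median of ratios and library total, the call of miR-27b-3p in siIGF2BP1 ended as well. Those of miR-181a-3p in siIGF2BP1 and of miR-27b-3p and miR-27b-5p in siIGF2BP2 passed in each of these. With the upper quartile, the negative signs of miR-27b-3p in siIGF2BP2 (-0.04) and miR-181a-3p in siIGF2BP3 (-0.03) rest on small values that were not called. The call of miR-27b-5p in siIGF2BP2 also ended when any single siIGF2BP2 or siC library was left out. When some single library was left out, the calls of miR-27b-3p in siIGF2BP1 and siIGF2BP2 ended. So did those of miR-27b-5p and miR-181a-3p in siIGF2BP1. The call of miR-146a-5p in siIGF2BP2 passed whichever library was left out.

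The pattern that sets the siIGF2BP2 and siIGF2BP3 comparisons apart is the near absence of 14q32 miRNAs, of erythroid miR-451a and miR-144-3p and of others such as miR-375, which the siC and siIGF2BP1 libraries hold. The share of the blood cell list as a whole overlapped between the blocks, and its member miR-142-5p had means of 424 in siC, 397 in siIGF2BP1 and 489 in siIGF2BP2, with 565, 502 and 1313 in the siIGF2BP3 libraries. Between the siC libraries the blood cell and 14q32 lists went opposite ways. The median log2 ratio of siC C3 to siC C2 was 1.34 (SD 1.54) for 5 blood cell miRNAs and -0.57 (SD 0.61) for 26 14q32 miRNAs. A single source for both lists is thus not shown. A candidate source is reads from other tissues or other libraries in the siC and siIGF2BP1 libraries. This cannot be told apart from loss after knockdown of IGF2BP2 and of IGF2BP3, because 0 groups have libraries in both blocks. A difference in handling or sequencing stays open for the same reason, and the 77.1% of the variance on the first principal component cannot be told apart from the groups.

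For the 19 rises in siIGF2BP1 against siC (median log2 fold change 1.24, SD 0.59), more reads of the blood cell and 14q32 kind are argued against by a median of -0.35 (SD 0.66) for 26 such miRNAs, while more reads of the muscle, liver and neural kind stay open, with a median of 0.61 over only 2 miRNAs, miR-9-5p (1.17, limma adjusted p = 0.0743) and miR-124-3p (0.04). Rescaling by TMM, median of ratios, library total or upper quartile left medians of 1.04, 1.01, 1.17 and 1.03 (SD 0.59 to 0.61), which argues against scaling as the whole cause of the rises. Fewer of the rises passed, 12, 13, 17 and 7, and the cause of the lost calls was not tested. Their median SE was 0.21 as deposited and 0.22, 0.20, 0.21 and 0.23 in the same order. Scaling stays open for the smallest rises, miR-22-3p and miR-27b-3p. These went from 0.49 and 0.59 to 0.27 and 0.37 with the upper quartile. An effect of IGF2BP1 depletion remains a hypothesis that rests on 2 libraries a side. For the fall of miR-148a-3p (log2 fold change -2.12), the siIGF2BP2 and siIGF2BP3 libraries held 6.03% of the siC level. Levels of miR-375, with 0 reads and 1 read in those groups, were 21.4 in siIGF2BP1 against 212 in siC. Thus miR-148a-3p may belong with the miRNAs that follow the blocks. The 28 other-tissue miRNAs had a median of only -0.32, but their lists differed. Medians were -1.79 (SD 0.92) for 5 blood cell miRNAs, -0.31 (SD 0.35) for 21 14q32 miRNAs and 0.61 for the 2 muscle, liver and neural miRNAs. Fewer such reads and a fall in the cells therefore cannot be told apart. The prediction for miR-148a-3p was reworded after its test had run, which made this reading more cautious.

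Between siIGF2BP2 and siIGF2BP3, a fit to these 6 libraries alone called 37 miRNAs. Of the 10 splits of the 6 libraries, 1, the real one, gave that many, and the highest of the other splits gave 0. With 10 splits a share under 0.05 cannot be reached.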

How the results depend on the processing

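For the counts of changed miRNAs and the named miRNAs, rescaling by upper quartile or library total in limma, edgeR's quasi-likelihood test, the omission of other-tissue lists and the unblocked fit to knockdown libraries were chosen after seeing the data. For siIGF2BP1 vs siC, 22 calls became 10 with upper-quartile rescaling, 46 with the filter at 10, 10 with only the 2 groups, 47 at an adjusted p of 0.1 and 14 at 2-fold. On recovered reads edgeR gave 42 with TMM, 38 with RLE, 44 with total counts, 46 without a filter and 36 with the exact test, and DESeq2 gave 36. Without the other-tissue lists it was 42. For siIGF2BP2 vs siC, 80 became 158 with upper-quartile rescaling, 52, 51, 52, 50 and 50 with edgeR's TMM, RLE, total counts, upper quartile and exact test, and 32 without the other-tissue lists. For siIGF2BP3 vs siC, 94 became 203 with upper-quartile rescaling and 47 without the other-tissue lists. The contrast of siIGF2BP1 with siIGF2BP2 had 75 calls without these lists, and that with siIGF2BP3 had 223 with upper-quartile rescaling. For siIGF2BP2 vs siIGF2BP3, 28 became 17 with upper-quartile rescaling and 8 at 2-fold. The changes at an adjusted p of 0.1 and at 2-fold come from the threshold itself. The filter and the 2-group fit test fewer miRNAs or libraries, and for these and the other changes the cause was not tested. The upper quartile lay at only 4 to 18 reads. For miRNAs with a mean of at least 10, this rescaling in limma moved the median log2 fold change to 0.52 in siIGF2BP2 and 0.67 in siIGF2BP3 against siC. With TMM, median of ratios or library total these medians lay between -0.08 and 0.10. With edgeR's upper-quartile factors they were 0.06 and 0.12.

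Leaving out each library gave 2 to 16 calls for siIGF2BP1 vs siC, 53 to 64 for siIGF2BP2 vs siC, 70 to 89 for siIGF2BP3 vs siC, 66 to 92 for siIGF2BP1 vs siIGF2BP2, 92 to 111 for siIGF2BP1 vs siIGF2BP3 and 14 to 22 for siIGF2BP2 vs siIGF2BP3. A lone library is then assumed to vary like the other groups. Lists past the threshold ranged over 1 to 5, 1 to 3 and 3 to 5 for the 3 knockdowns against siC. Shared calls ranged over 1 to 4 (siIGF2BP1 and siIGF2BP2), 0 to 3 (siIGF2BP1 and siIGF2BP3) and 48 to 62 (siIGF2BP2 and siIGF2BP3). The let-7 share difference ranged from -1.71 to 1.35, from -2.65 to -0.827 and from -0.234 to 2.02 percentage points, and that of the 10 most abundant from -2.85 to -0.462, from -0.443 to 0.0822 and from -0.667 to -0.119. With the 20 most abundant, these differences were -0.278, 0.278 and -1.23.

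With an estimated correlation 0, 1 and 1 lists passed for siIGF2BP1, siIGF2BP2 and siIGF2BP3 against siC, and with fry 1, 8 and 10. TMM rescaling left 3 for siIGF2BP1, and upper-quartile rescaling gave 10 for siIGF2BP3. Shared calls of siIGF2BP1 and siIGF2BP2 were 8 with DESeq2 and with edgeR's total counts and 10 at an adjusted p of 0.1. Those of siIGF2BP1 and siIGF2BP3 were 6 with DESeq2, 5 with edgeR's RLE, 5 with its total counts and 6 at 0.1. Those of siIGF2BP2 and siIGF2BP3 were 42 with edgeR's RLE and 41 with total counts. The let-7 list in siIGF2BP1 reversed with median-of-ratios rescaling (adjusted p = 0.832). With upper-quartile rescaling, miR-183-5p (0.074) and miR-98-5p (0.13) reversed in siIGF2BP2, and miR-21-5p (0.072) and miR-30c-5p (0.13) in siIGF2BP3. The cause was not tested. Over named miRNAs, 4962 values under other settings stayed on their side of the threshold, 203 fell below it and 200 passed it. The 4 that reversed are the called miRNAs named above. With a library left out, 1363 stayed on their side, 198 fell below it, 16 passed it and 0 called miRNAs reversed. These counts do not show that miRNAs that were not called kept their direction.

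No paired analysis was possible because the control columns carry no replicate number, for the comparisons with siC. Between siIGF2BP2 and siIGF2BP3 the replicate block gave 10 calls, against 21 without it in the same libraries, and same-numbered libraries had correlations of -0.121, -0.157 and -0.037, so the numbers do not pair the samples. Whether depth limits mostly the miRNAs with few reads was not tested.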

Other observations

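The lists were fixed before the data were examined. Of the tests in this part, the comparison of arms with miRNAs of matched abundance was set before its result was seen, and the other tests of arms afterwards. The miR-200 family, a marker of epithelial cells, had 3 tested members and 0 calls by limma in each knockdown against siC, also adjusted over the list alone (camera adjusted p = 0.764, 0.518 and 0.299 for siIGF2BP1, siIGF2BP2 and siIGF2BP3). The whole family had only 0 to 7 reads in each library, too few to show whether its level changed. Of 6 tested mesenchymal miRNAs, miR-143-3p fell in siIGF2BP2 and siIGF2BP3 and miR-199b-5p rose in siIGF2BP2. In the miR-10 family miR-10a-5p rose in siIGF2BP1, and in the miR-30 family miR-30a-5p rose in siIGF2BP2 and miR-30c-5p fell in siIGF2BP3, the last reversing with upper-quartile rescaling. The miR-34 family had miR-34a-5p lower in siIGF2BP3, with 0 reads, at least 5.20-fold lower against a floor of 3 reads over the group. The miR-29 family, with 3 tested members, and the mirtrons, with 9, had 0 calls by limma over all tested miRNAs in each knockdown against siC, while edgeR called miR-29a-3p lower in siIGF2BP1 (log2 fold change -0.60, adjusted p = 0.00457). The chromosome 19 cluster had 0 tested members and the pluripotency list 1, which was not called against siC.

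A hypothesis from the data is that minor arms of miRNA duplexes are higher relative to their main arms in siIGF2BP1 than in siC. Over 64 miRNAs with both arms at a mean of at least 10, the log2 fold change against siC of the minor arm exceeded that of the main arm by 0.16 ± 0.06 on average (SE, 43 of 64 positive, sign-flip permutation p = 0.0182, adjusted p = 0.0426 over 7 such tests). A trend with abundance is argued against, since minor arms lay a median of 0.21 above the 10 miRNAs closest in mean that are not minor arms (42 of 64 positive, permutation p = 0.0117). By the same permutation test the difference against siC was 0.19 in siIGF2BP3 (adjusted p = 0.0191) and 0.05 in siIGF2BP2 (adjusted p = 0.593). It was 0.10 in siIGF2BP1 vs siIGF2BP2 (adjusted p = 0.196) and -0.04 in siIGF2BP1 vs siIGF2BP3 (adjusted p = 0.684). It was -0.14 in siIGF2BP2 vs siIGF2BP3 (adjusted p = 0.0426) and 0.02 in siC C3 vs siC C2 (adjusted p = 0.801). The difference is thus not particular to siIGF2BP1, low minor arms in the siC libraries could contribute and cannot be told apart from an effect of the knockdown, and arms of different miRNAs are not independent replicates.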
